A study of Mus musculus with 5 samples. Its data were reported in "Opposing gene regulatory programs governing myofiber development and maturation revealed at single nucleus resolution" (2023).

How the data were processed

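Hindlimb skeletal muscle of WT mice at E14.5, E18.5, P5 and adult age and of Cacna1s KO fetuses at E18.5 was measured with the 10x Multiome assay, 1 library per group, each from pooled limbs. The mice of the KO group carry a deletion of coding sequence of Cacna1s, and which exons are removed is not given in the sources used here. Before loading, the authors sorted nuclei by PCM1, a protein of myonuclei, and mixed positive and negative nuclei in equal volumes. Groups were taken from the sample titles.

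The deposited matrices hold raw counts per barcode, made by the authors with Cell Ranger ARC 2.0.0 (the version in the submitters' processing notes) against mm10 (GRCm38), with intronic reads included. Each matrix has 32285 gene rows, whose values are counts of UMIs, and peak rows, whose values are counts of transposase cut sites in peaks called in that library alone. Most peak counts were even, 83.1% to 84.5% of the nonzero values, so a fragment was taken to give 2 counts and intervals were computed on counts divided by 2. How reads that fit several genes were treated is not given in the sources used here, so values of closely related genes such as the myosin heavy chains, and of overlapping genes such as Myhas, carry that uncertainty. Depth per library ranged from 21394846 to 49913899 UMIs and from 23592784 to 48510096 ATAC counts, and the sums over myonuclei from 8733091 UMIs in the KO to 17433507 in the adult. KO myonuclei held 4507593 ATAC counts in peaks against 10943780 in WT E18.5, so ATAC intervals are wider there.

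Barcodes were kept with 400 to 25000 UMIs, at most 10% mitochondrial UMIs and at most 70000 ATAC counts, the filter of the study's methods. Another part of the study's text adds a minimum of ATAC counts, which was left out of the main analysis and run as an alternative. All 21154 kept nuclei of the 5 libraries were clustered together on RNA with scanpy 1.11.5 and anndata 0.12.19. Counts were scaled to 10000 per nucleus and logged, 2000 variable genes were requested and 1990 used, and 30 principal components, 20 neighbours and Leiden clustering (leidenalg 0.10.2, igraph 0.11.9) at resolution 1 with seed 0 gave 31 clusters. Other tools were Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0, umap-learn 0.5.12 and matplotlib 3.10.9. Names came from the marker lists alone, but leading genes outside these lists left cluster 16 unnamed. The 23 myonuclear markers reached 30000 CPM in the 11 clusters called myonuclei. They also did in cluster 17 (33817 CPM) and cluster 27 (143361 CPM), which stayed unnamed. The other named clusters took the class with the highest marker score of at least 0.7 (pseudocount 5 CPM, leading genes of at least 20 CPM). The 5 unnamed clusters were mixed (7 and 17, median doublet score of at least 0.09), below that score (12) or set aside by their leading genes (16 and 27). Cluster 27 was led by Mybpc2, but its leading genes held more erythroid than myonuclear markers. These limits were set after the data were seen. Scrublet was run per library and called 256, 416, 0, 1 and 1 nuclei at E14.5, E18.5, P5, in the adult and in the KO, so it did not work in the last 3 libraries, and no nuclei were removed as doublets in the main analysis. Cell type names rebuilt this way can differ from the study's.

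UMIs were summed per library and class and divided by the total to give CPM. A ratio of 2 sums has an exact 95% interval from the conditional binomial distribution, a single sum an exact Poisson interval and a share an exact Clopper-Pearson interval. A sum of 0 was set to 3 counts, and the ratio is then given as at least that fold. For a gene list the median log2 ratio was taken over members with at least 10 UMIs in the 2 sums, with an interval from 10000 draws of the counts and its percentile among 10000 random lists of the same size, matched on mean expression by drawing from the 100 nearest genes on each side. These intervals cover counting error only, and no test between groups was run, since each group has 1 library. The main comparisons were each later stage against the one before and KO against WT at E18.5, and the adult was also set against E18.5.

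Genes named in the text come from this rule: Cacna1s, the measured members of the study's lists, and per main comparison in myonuclei the 8 genes with the highest and the 8 with the lowest ratio among those with at least 100 UMIs in both sums together and a higher CPM than the other classes of the library where they are higher. Mitochondrial and ribosomal protein genes and symbols of the Gm and Rik kind were left out. For other classes with at least 100 nuclei in both libraries the 5 highest and 5 lowest were candidates, and from textbook lists the members with most UMIs. The text prints a part of the genes the rule gives for most comparisons, and all study-list members except some factors for KO against WT. Ryr1 beside Cacna1s stands outside the rule, and the genes compared across classes in the closing section, were chosen after their values were seen. The study's lists, taken from its text, were developmental, mature fast and denervation genes and developmental, embryonic, neonatal and adult factors. Those from textbook knowledge were developmental sarcomere isoforms, adult fast sarcomere, slow fiber, glycolysis and glycogen, mitochondrial oxidation, fatty acid use, excitation-contraction coupling, neuromuscular junction, myotendinous junction, denervation-induced, atrophy and autophagy, myoblast fusion, imprinted growth network, muscle transcription factor, circadian clock, immediate early and stress, cell cycle, collagen and matrix, mature mesenchymal and MuSC quiescence genes. Lists, markers, the named-gene rule and the alternative settings were fixed before the data were examined.

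Promoter counts were summed over peaks within 1000 bp of any start site of the gene, those inside it included, in the reference annotation (the GENCODE release matched to GRCm38, while the study names an Ensembl release). Regions for motifs were called in both libraries, held at least 20 counts in the 2 sums and were at least 4-fold apart, and the consensus of 16 motifs was searched in the 400 bp around the center, against regions under 1.5-fold apart matched in GC bins of 5%. Named regions had at least 100 counts. Some of these regions and 1 of the motifs are not reported here. Cell cycle shares were taken after thinning each nucleus to 1000 UMIs, with 500 as the alternative. The intervals of single genes and the list medians were tested on simulated data with 200 planted genes per fold in each main comparison. At 1.5-fold the interval excluded 1 on the right side for 87% of planted genes at E18.5 against E14.5 (10363 genes), 92.5% at P5 against E18.5 (10314), 88% in the adult against P5 (11259) and 91% in KO against WT (10271), and at 2-fold for at least 99.5% in each. These percentages concern counting error alone and do not give the power to find differences between stages or genotypes beyond variation between animals or preparations.

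The alternatives were no filter on nuclei, Scrublet calls left out, Leiden resolution 2, 15 principal components, scaling by the median of ratios, totals without the 50 most abundant genes, equal weight per myonucleus, no minimum of UMIs for list members, 0.1 times the CPM of other classes subtracted as free RNA, promoters of 5000 bp, all peaks of the gene, peaks not called set to 3 counts, a 2-fold minimum for regions, regions of 1 library added, no GC matching, and thinning to 500 UMIs. Added after the data were seen were the unnamed adult cluster 27 counted as myonuclei, the nuclei with the highest doublet scores left out, and a minimum of ATAC counts. Shares of cells under the alternatives were computed for myonuclei and the mesenchymal-, MuSC-, tenocyte-, adipocyte- and macrophage-like classes. Raw reads, fragments and barcodes outside the deposited matrices were not used here.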

Results

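The study followed the myofiber, the multinucleated muscle cell, from the embryo to the adult mouse, and asked what happens to it when excitation-contraction coupling is lost. Nuclei from hindlimb skeletal muscle were profiled with the 10x Multiome assay, which reads nuclear RNA and open chromatin (ATAC) from the same nucleus. There were 5 libraries, 1 per group: wild type (WT) at E14.5, E18.5, P5 and in the adult, and at E18.5 muscle that lacks Cacna1s (Cacna1s KO). Each library pooled several animals, with 56 hindlimbs at E14.5, 14 at E18.5, 8 at P5, 4 in the adult and 26 in the KO. The RNA tables held 23343327 unique molecules (UMIs) for WT E14.5, 35521496 for WT E18.5, 24610011 for WT P5, 21394846 for the WT adult and 49913899 for the KO. In the same order the files listed 4990, 4435, 3848, 5407 and 3621 barcodes, of which 4812, 4261, 3747, 5106 and 3228 passed the filter of the study's methods. With a minimum of ATAC counts added, 3966, 3927, 3389, 4768 and 2731 passed. The median nucleus held 4108.5 UMIs at E14.5, 5926 at E18.5, 5236 at P5, 2888 in the adult and 7821 in the KO. Because each group is 1 library, no difference has a replicate check and none was tested; the 95% intervals in parentheses cover counting error only.

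Cacna1s encodes the pore-forming subunit of the L-type calcium channel that senses voltage in muscle, and it was looked at before any other gene because it checks the labels. It is listed as ENSMUSG00000026407 and lies on the plus strand of chromosome 1 from 136052750 to 136119822 (mm10), with 57 exons. In myonuclei its level was 211 (202 to 220.5) CPM (UMIs scaled to the total of the class) at E14.5, 213 (204 to 223) at E18.5, 393 (380.3 to 406) at P5 and 329.6 (321 to 338) in the adult. KO myonuclei held 8 Cacna1s UMIs against 2080 in WT E18.5, a level of 0.916 (0.395 to 1.80) CPM that was 233-fold (118 to 539.7) lower. The RNA of the other named classes held 4.46 CPM of Cacna1s at E14.5, 8.06 at E18.5, 30.2 at P5 and 60.03 in the adult, and no UMI in the KO. The 2 peaks at the 5' start of Cacna1s were called in all 5 libraries, at 26.2 and 41.9 CPM in KO and 28.1 and 40.5 CPM in WT E18.5 myonuclei. Within the gene, peaks near 136060952 to 136061785 and 136066337 to 136067187, both outside annotated exons, were called in the 4 WT libraries and not in the KO. Further in, a peak at 136104591 to 136105419 was called in the KO and overlapped one of WT E18.5, and a peak at 136115975 to 136116807 was called in the KO alone. Ryr1, the calcium release channel that Cacna1s opens, was at 1556 (1532 to 1581) CPM in WT E18.5 and 1378 (1353 to 1402) in the KO.

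Nuclei were grouped into classes named only from marker genes fixed beforehand, and each class is meant as "-like"; the myonucleus-like class is called myonuclei. Myonuclei made up 37.8% (36.4 to 39.2) of nuclei at E14.5, 32.1% (30.7 to 33.5) at E18.5, 36.7% (35.2 to 38.3) at P5, 62.3% (61.0 to 63.7) in the adult and 26.6% (25.1 to 28.1) in the KO, a share set by the sort, since PCM1-positive and PCM1-negative nuclei were mixed in equal volumes. The other classes are therefore given as shares of named nuclei that were not myonuclei. Mesenchymal-like nuclei were the largest of these classes in every library, from 46.1% (44.0 to 48.2) in the KO to 69.0% (67.2 to 70.7) at E14.5. Muscle stem cell-like (MuSC-like) nuclei were 11.2% (10.0 to 12.4) at E14.5, 7.89% (6.89 to 8.97) at E18.5, 4.88% (3.98 to 5.91) at P5 and 4.19% (2.88 to 5.86) in the adult. Myoblast-like nuclei were 3.91% (3.22 to 4.70) at E14.5 and 3.96% (3.26 to 4.77) at E18.5, and none of 764 was found in the adult, which allows a share of up to 0.482%. Tenocyte-like nuclei were 15.2% (13.8 to 16.6) at E18.5 and 15.1% (13.5 to 16.7) at P5, against 2.83% (2.24 to 3.51) at E14.5 and 4.58% (3.21 to 6.31) in the adult (1.64% without the filter on nuclei). Adipocyte-like nuclei reached 18.6% (15.9 to 21.5) in the adult. At E18.5, KO muscle held more MuSC-like (16.7%), myoblast-like (6.32%), adipocyte-like (5.26% against 0.336%, and 8.85% in the KO without the filter), macrophage-like (6.82% against 3.63%) and Schwann cell-like nuclei (5.95% against 1.76%) than WT. Tenocyte-like nuclei were 3.66% (2.91 to 4.54) in the KO against 15.2% (13.8 to 16.6) in WT E18.5, and chondrocyte- and osteoblast-like nuclei 0.503% against 1.94%. Endothelial-like nuclei were 5.13% (4.24 to 6.14) in the KO and 4.67% (3.90 to 5.54) in WT, and smooth muscle- and pericyte-like nuclei 3.57% (2.83 to 4.44) and 2.73% (2.15 to 3.42). Clusters left unnamed under limits set after the data were seen, or for their leading genes, held 4.82% of nuclei at E14.5, 5.12% at E18.5, 9.10% at P5, 22.7% in the adult and 5.73% in the KO. Shares in the adult rest on 764 named non-myonuclei of low depth, and the class of mesenchymal-like nuclei there had a median of 1192 UMIs.

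**Figure D1:**
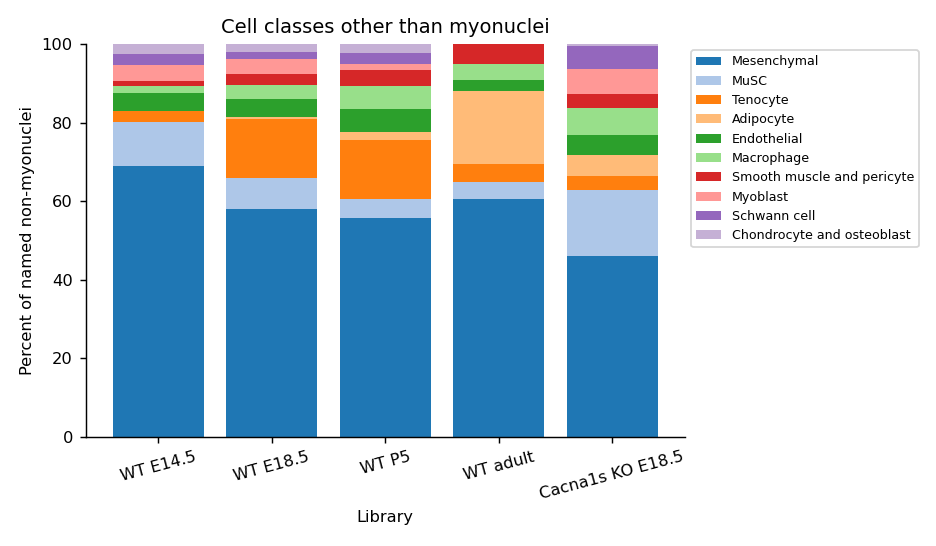
Stacked bars of the percent of named nuclei other than myonuclei in each class (vertical axis), 1 bar per library (horizontal axis). Mesenchymal-like nuclei take 69.0% of the bar at E14.5 and 46.1% in the Cacna1s KO, and adipocyte-like nuclei take 18.6% in the adult.

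The comparison of E18.5 with E14.5 myonuclei asked how embryonic and fetal fibers differ. Fetal myonuclei held more RNA of adult fast sarcomere and fuel genes. All 14 adult fast sarcomere genes were higher, with a median log2 ratio of 2.06 (1.94 to 2.19). Developmental sarcomere isoforms stood at 0.27 (0.17 to 0.32), with 4 higher and 3 lower. Slow fiber genes stood at 0.07 (0.01 to 0.13), with 6 higher and 5 lower. Mybpc2, the fast form of myosin-binding protein C, was 179-fold (49.1 to 1481) higher at E18.5, Xirp2, which binds actin at the Z-disc, 272-fold (148 to 567), and Mettl21e, a muscle methyltransferase, 283-fold (50.5 to 11233). Ndrg2 was 239-fold higher, Efcab6 125-fold, Ankrd9 113-fold, Mlf1 79.3-fold, and Mlxipl, a transcription factor that responds to carbohydrate, 102-fold. Among the genes with the lowest ratios, the adhesion gene Dscaml1 was 157-fold (85.0 to 327) lower at E18.5, the vesicle gene Sytl5 217-fold (38.6 to 8628), the serotonin receptor gene Htr7 109.7-fold, Rims2, which acts in vesicle release, 81.4-fold, the RNA sensor gene Ifih1 84.3-fold, Dnajc6 76.5-fold, the long noncoding Sox5os4 193-fold and Cytip at least 78.2-fold.

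All 5 mature fast genes of the study, named there from Maf binding and shown in these samples, so not independent evidence of their direction, were higher at E18.5, with a median log2 ratio of 3.91 (3.01 to 4.26) that lay above all 10000 random lists of matched expression. Ckm, the muscle creatine kinase, was 17.2-fold (15.0 to 19.9) higher and Atp2a1, the fast calcium pump, 6.31-fold (5.98 to 6.67). The study's developmental genes, named from factor binding or from their expression in these samples, were lower for 7 of the 9 measured, with a median of -0.31 (-0.55 to -0.27), at percentile 18.35 of the random lists. Fstl4 was 25.1-fold (20.6 to 30.8) lower and Tmem108 9.30-fold (8.74 to 9.91), while the perinatal myosin gene Myh8 was 7.52-fold (7.29 to 7.76) higher. Of the study's factor lists, which were chosen on these samples, the neonatal factors had a median of 2.25 (1.96 to 2.39), with Nfix 6.79-fold (5.57 to 8.33) higher, and the embryonic factors -0.80 (-0.98 to -0.63), with Plag1 2.78-fold (2.49 to 3.11) lower. In the lists from textbook knowledge, 16 of the 16 mitochondrial oxidation genes measured were higher, with a median of 1.49 (1.38 to 1.64) and 3.28-fold (3.01 to 3.58) for Ogdh, an enzyme of the citric acid cycle. Glycolysis and glycogen genes had a median of 1.13 (1.08 to 1.24) and fatty acid use genes 1.39 (1.17 to 1.61), with 3.07-fold (2.75 to 3.43) for Acsl1, which activates fatty acids. Genes of excitation-contraction coupling were higher for 18 of the 19, with 3.15-fold (3.07 to 3.24) for the calcium release channel gene Ryr3. Immediate early and stress genes had a median of 1.56 (1.00 to 1.82), and MuSC quiescence genes, of another cell type, 1.65 (1.21 to 2.12). Col22a1, a marker of the myotendinous junction, was 3.77-fold (3.58 to 3.96) lower, and the junction list had a median of -0.53 (-0.60 to -0.46). Different clusters held most of the myonuclei, clusters 0 and 3 at E14.5 and clusters 18, 19 and 20 at E18.5. Leaving out the filter on nuclei turned the median of the collagens and matrix list from 0.53 (0.47 to 0.71) to -0.64 and that of the mature mesenchymal list from 1.40 (0.75 to 1.88) to -0.18.

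The comparison of P5 with E18.5 asked what differs around birth. Genes of mature fast fibers were higher after birth and genes of embryonic contraction and cell fusion were lower. Myh4, the myosin of the fastest fibers, was 163-fold (135 to 199) higher at P5, Slc22a3, a transporter of organic cations, 409-fold (72.9 to 16180.5), and Aqp4, the water channel of fast fibers, 41.2-fold (28.0 to 63.4). Fbp2, the muscle fructose bisphosphatase, was 37.7-fold higher, Hpn, a membrane protease, 41.7-fold, Pitpnm3 37.6-fold, Angptl4, an inhibitor of lipoprotein lipase, at least 46.2-fold, and Myhas, a noncoding RNA of the myosin cluster, 68.0-fold. Dmrt1 was 289-fold (79.8 to 2395) lower, Cdh8, a cadherin, 214-fold (112 to 468), Slitrk3 163-fold, Nradd 94.2-fold, Dpysl5 88.7-fold, Pappa2, a protease of insulin-like growth factor binding proteins, 87.2-fold, Mdga2 83.1-fold and the tubulin gene Tubb2b 70.4-fold.

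Scaling mattered here, because the median log2 ratio of all genes was -0.27 for P5 against E18.5 and -0.36 for the adult against E18.5, so list medians in these 2 comparisons are also given relative to it. The developmental genes of the study were lower at P5 for 8 of the 9 measured, with a median of -3.36 (-3.78 to -3.11), or -3.09 relative to all genes, below all 10000 random lists. Tnnt2, the embryonic troponin T, was 17.7-fold (14.49 to 21.8) lower, Chrng, the fetal acetylcholine receptor subunit, 15.3-fold (11.7 to 20.4), and Mymk, which drives myoblast fusion, 10.3-fold (7.46 to 14.7), while Myh8 was 1.03-fold (1.01 to 1.04) higher. Mature fast genes had a median of 1.70 (1.58 to 1.83), or 1.97, with Mybpc2 7.16-fold (6.42 to 8.02) higher and Ckm 1.05-fold (1.00 to 1.10). The study's developmental factors were lower, with Myog, the myogenin gene, 5.21-fold (4.22 to 6.50) lower, Klf5 5.49-fold (4.87 to 6.21) and Tead4 3.63-fold (3.32 to 3.98). Its adult factors were higher, with Thrb, a thyroid hormone receptor, 12.7-fold (10.4 to 15.6) higher and Esr1, an estrogen receptor, 5.05-fold (4.39 to 5.83). Both factor lists were chosen on these samples. Fatty acid use genes had a median of 1.23 (1.10 to 1.31), or 1.4997, and Cd36, which takes up fatty acids, was 3.69-fold (3.54 to 3.86) higher. Genes of myoblast fusion had a median of -1.64 (-1.73 to -1.54), or -1.37, with Jam2 10.4-fold (9.19 to 11.8) lower, and 7 of the 11 slow fiber genes measured were lower. Developmental sarcomere isoforms had a median of -2.48 (-2.58 to -2.38), or -2.21. Mitochondrial oxidation (-0.10), denervation-induced (-0.25), neuromuscular junction (-0.06) and MuSC quiescence genes (-0.16) changed sign once the shift of all genes was taken out, to 0.17, 0.02, 0.20 and 0.11. Most P5 myonuclei lay in cluster 24.

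The comparison of the adult with P5 asked how fibers differ between the neonate and the grown muscle. Adult myonuclei held almost none of the developmental myosin RNA. Myh8 was 8920.1-fold (4329 to 22188) lower in the adult and the embryonic myosin gene Myh3 639-fold (218 to 3105). Rtl1, an imprinted gene of the Dlk1-Meg3 region, was 1771-fold (898 to 4104) lower, Dcx, a microtubule gene best known from young neurons, 462-fold, the gap junction gene Gja3 718-fold, Tecrl 584-fold, Ablim3 518-fold and AW551984 1621-fold. Sorcs1, a sorting receptor gene, was 638-fold (114 to 25214) higher, the bicarbonate transporter gene Slc4a10 510.2-fold (141 to 4216), and Pfkfb3, which makes the activator of phosphofructokinase, 93.8-fold (77.6 to 114). Slc15a5 was 136-fold higher, Actr3b 126-fold, Prima1, the anchor of acetylcholinesterase, 67.1-fold, Sorbs3 58.7-fold and Ighm at least 45.6-fold.

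All 12 measured genes of the imprinted growth network were lower in the adult, with a median of -6.67 (-6.88 to -5.60), below all 10000 random lists, and the noncoding RNAs Meg3 and Rian were 384-fold (363 to 406) and 274-fold (259 to 291) lower. Collagens and matrix genes had a median of -4.50 (-5.15 to -4.19), with Col1a1 39.0-fold (28.1 to 55.5) lower. Mature mesenchymal genes, of other cells, stood at -1.27 (-1.69 to -0.95) in the same myonuclei, and the other classes held 11373238 UMIs at P5 and 1782381 in the adult. Neuromuscular junction genes had a median of -2.38 (-2.58 to -2.12) and denervation-induced genes -3.12 (-3.39 to -2.84), with Chrna1, a receptor subunit, 63.8-fold (36.1 to 125) lower and Chrnd at least 53.8-fold. Fbxo32, a ubiquitin ligase of atrophy, was 16.6-fold (14.7 to 18.9) higher and Trim63, another, 3.36-fold (3.14 to 3.60), and 9 of the 12 atrophy and autophagy genes measured were higher. Slow fiber genes had a median of -2.63 (-2.89 to -2.50), with Casq2, the slow calsequestrin, 54.7-fold (46.0 to 65.6) lower. The slow fiber cluster 15 held 81 of 1376 myonuclei at P5 and 24 of 3183 in the adult. How far the number of slow fiber nuclei sampled accounts for the lower median was not tested. Circadian clock genes had a median of 0.93 (0.78 to 1.12), with the clock repressor gene Nr1d2 3.30-fold (3.13 to 3.50) higher. Glycolysis and glycogen genes had a median of 0.44 (0.40 to 0.51), with Phka1, a subunit of phosphorylase kinase, 4.71-fold (4.56 to 4.86) higher. Muscle transcription factors as a list stood at 0.28 (0.22 to 0.36). The study's adult factors, chosen on these samples, had a median of 1.95 (1.85 to 2.05), with Thrb 12.8-fold (12.1 to 13.6) higher and Esr1 6.81-fold (6.41 to 7.23). Clusters 28, 29 and 30 held most adult myonuclei.

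The adult against E18.5 spans the full course from fetal to mature fibers and was the comparison fixed for the study's 2 main lists, which it shows in these samples and which are not independent evidence of their direction. All 9 developmental genes were lower in the adult, with a median of -8.01 (-8.61 to -7.88), or -7.65 relative to all genes, below all 10000 random lists. Chrng was 1608-fold (288 to 63577) lower on a single adult UMI, Tnnt2 1129-fold (386 to 5479.9), Myh3 6556-fold (2243 to 31795), and Mymk at least 258-fold. Mymx, the partner of Mymk in fusion, was at least 37.5-fold lower. All 5 mature fast genes were higher, with a median of 2.63 (2.52 to 2.74), or 2.99, at percentile 99.36 of the random lists. Myh4 was 260.3-fold (215 to 318) higher and Actn3, the fast alpha-actinin, 6.17-fold (5.71 to 6.67). Developmental factors had a median of -5.39 (-5.64 to -4.87), or -5.03, and adult factors 3.58 (3.42 to 3.75), or 3.94, with Maf 9.90-fold (9.17 to 10.7) higher and Thrb 163-fold (135 to 198). The medians of excitation-contraction coupling (-0.07) and of the study's denervation genes (-0.05) turned to 0.29 and 0.31 once the shift of all genes was taken out. Myh3, Myh8, Myh4, Atp2a1, Ckm and Xirp2 were among the 23 markers used to name myonuclei.

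**Figure D2:**
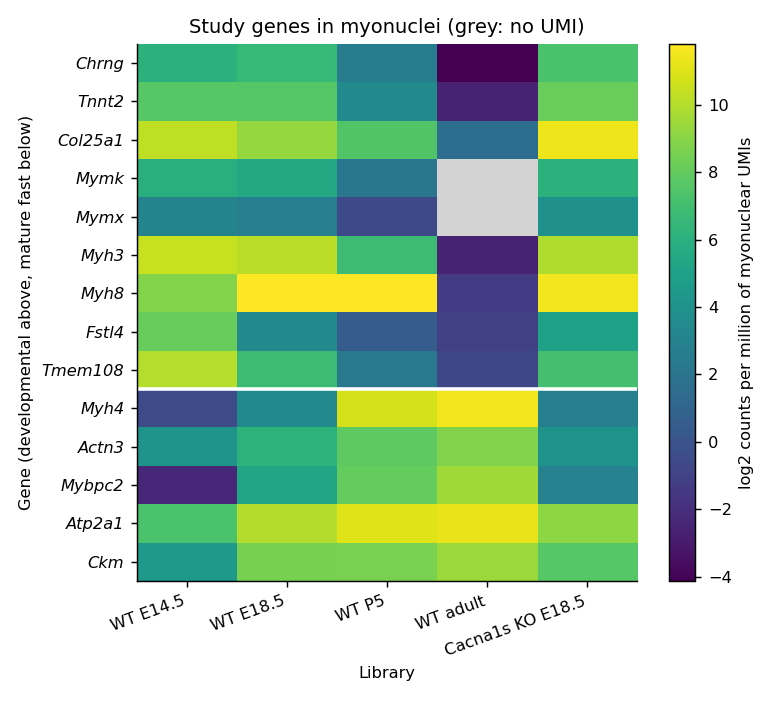
Heat map of log2 CPM of the study's developmental genes (above the white line) and mature fast genes (below it) in the myonuclei of each library, with genes on the vertical axis, libraries on the horizontal axis and grey for no UMI. Developmental genes are lower in the adult by a median log2 ratio of -8.01 against E18.5, and mature fast genes are higher by 2.63.

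The comparison of Cacna1s KO with WT at E18.5 asked how fibers without the calcium channel differ. KO myonuclei held less RNA of mature fast genes and more of several fetal and denervation-responsive genes. All 5 mature fast genes were lower in the KO, with a median of -0.88 (-1.21 to -0.83), at percentile 0.12 of the random lists. Mybpc2 was 4.78-fold (3.68 to 6.28) lower, Actn3 4.53-fold (3.77 to 5.46), Ckm 1.84-fold (1.74 to 1.95), Atp2a1 1.79-fold (1.72 to 1.85) and Myh4 1.65-fold (1.19 to 2.31). Of the developmental genes, 7 of the 9 measured were higher, with a median of 0.67 (0.55 to 0.77), at percentile 99.95 of the random lists. Myh7, which the study also names as a developmental gene, was not on this list. Col25a1, a membrane collagen, was 4.31-fold (4.19 to 4.44) higher, Fstl4 2.97-fold (2.36 to 3.75), Mymx 2.25-fold (1.65 to 3.10) and Chrng 1.65-fold (1.52 to 1.80). Mymk was 1.59-fold (1.40 to 1.80) higher, Tnnt2 1.49-fold (1.41 to 1.59) and Tmem108 1.25-fold (1.15 to 1.36), while the myosin genes Myh3 and Myh8 were 1.16-fold (1.13 to 1.19) and 1.16-fold (1.14 to 1.18) lower. Of the denervation genes, 8 of the 9 were higher, with a median of 0.94 (0.87 to 1.04). Musk, the receptor kinase of the neuromuscular junction, was 2.27-fold (2.13 to 2.42) higher, Chrna1 2.47-fold (2.18 to 2.82) and Foxo3 2.14-fold (1.94 to 2.35). Foxo1 was 1.99-fold (1.85 to 2.14) higher, Hdac4 1.91-fold (1.79 to 2.04), Chrnd 1.90-fold (1.65 to 2.19) and Trim63 1.09-fold (0.975 to 1.21), and Chrnb1 was 1.11-fold (1.04 to 1.19) lower. The denervation and factor lists were chosen by the study on these samples, and the other lists were shown by it in them, so none is independent evidence of its direction. Among the factors, Maf was 2.47-fold (2.14 to 2.87) lower, Nr4a1 2.48-fold (1.99 to 3.12) and Esr1 1.78-fold (1.43 to 2.24), while Thrb and Tef were 1.23-fold (0.941 to 1.61) and 1.41-fold (1.26 to 1.57) higher, for a median of -0.83 (-1.14 to -0.53) of the adult factors. Myog and Klf5 were 1.04-fold (0.922 to 1.17) and 1.31-fold (1.23 to 1.40) higher and Tead4 was 1.01-fold (0.946 to 1.07) lower, for a median of 0.06 (-0.04 to 0.23) of the developmental factors. Neonatal factors had a median of -0.25 (-0.30 to -0.21) and embryonic factors 0.19 (0.04 to 0.32).

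The genes furthest apart in the KO were mostly outside these lists. Dio2, the enzyme that activates thyroid hormone, was 14.2-fold (7.92 to 28.2) higher in KO myonuclei, Cpne4 15.0-fold (7.89 to 31.9), the neuregulin gene Nrg3 10.5-fold (6.37 to 18.5031), Klhl32 12.2-fold, Csmd1 11.1-fold, Nell2 9.30-fold, the cadherin gene Cdh20 7.47-fold and the adenylyl cyclase gene Adcy8 6.90-fold. Myl2, the slow regulatory light chain of myosin, was 45.4-fold (21.8 to 114) lower, Ankrd2, an ankyrin-repeat protein that responds to stretch, 11.9-fold (6.27 to 25.4), Dqx1 46.7-fold (19.8 to 145), Tafa4 15.8-fold, Sec14l5 12.3-fold, Ppp1r27 11.1-fold and Btk 9.59-fold.

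By textbook list, adult fast sarcomere genes were lower for 13 of the 14 measured, with a median of -0.67 (-0.89 to -0.57), and slow fiber genes for 10 of the 11, with a median of -0.53 (-0.62 to -0.45). Developmental sarcomere isoforms had a median of -0.21 (-0.23 to -0.17). Mitochondrial oxidation genes were lower for 12 of the 16, with a median of -0.48 (-0.54 to -0.40), at percentile 0.01 of the random lists. Ndufs1, of respiratory complex I, was 1.43-fold (1.33 to 1.54) lower and Sdha, of complex II, 1.38-fold (1.29 to 1.49). Fatty acid use genes stood higher at 0.43 (0.27 to 0.58), with Cd36 3.39-fold (3.24 to 3.55) and the lipase gene Lpl 2.46-fold (2.22 to 2.72) higher, and glycolysis and glycogen genes at -0.26 (-0.36 to -0.17). The fatty acid use list stood at 0.73 (0.22 to 1.13) in endothelial-like, 0.35 (0.11 to 0.85) in MuSC-like, 0.11 (-0.05 to 0.30) in mesenchymal-like and 0.00 (-0.23 to 0.50) in myoblast-like nuclei, and the KO library held more adipocyte-like nuclei. The mitochondrial oxidation list stood at -0.62 (-0.83 to -0.38) in myoblast-like and -0.26 (-0.41 to -0.13) in mesenchymal-like nuclei. It stood at -0.23 (-0.43 to -0.02) in MuSC-like and -0.09 (-0.26 to 0.11) in endothelial-like nuclei. The adult fast sarcomere list stood at -0.65 (-0.71 to -0.15) in mesenchymal-like and -0.37 (-0.57 to -0.02) in MuSC-like nuclei. It stood at -0.30 (-0.66 to -0.05) in myoblast-like and -0.06 (-0.24 to 0.44) in endothelial-like nuclei. Denervation-induced genes were higher for 13 of the 16, with a median of 0.73 (0.59 to 0.81), above all 10000 random lists, and Musk, Chrna1, Chrnb1, Chrnd, Chrng, Hdac4 and Trim63 are also on the study's list. The denervation-induced list was as high in KO endothelial-like nuclei, at 0.72 (0.34 to 1.10), and stood at 0.20 (-0.05 to 0.49) in mesenchymal-like, 0.11 (-0.14 to 0.27) in MuSC-like and -0.01 (-0.38 to 0.19) in myoblast-like nuclei. In endothelial-like nuclei the atrophy and autophagy list was at 0.45 (0.20 to 0.81) and the neuromuscular junction list at 0.86 (0.17 to 1.37). Atrophy and autophagy genes were higher for 11 of the 12, with a median of 0.46 (0.32 to 0.67) and Fbxo32 4.78-fold (3.87 to 5.94) higher. Neuromuscular junction genes were split, with 8 higher and 6 lower and a median of 0.34 (0.15 to 0.54). Of these, 2 were at least 2-fold higher and 3 at least 2-fold lower. Myotendinous junction genes had a median of -0.68 (-0.77 to -0.60), with Col22a1 2.99-fold (2.72 to 3.29) lower and Ankrd1, a stretch-responsive gene, 3.07-fold (2.53 to 3.74). Collagens and matrix genes were lower for 15 of the 16, with a median of -0.90 (-1.09 to -0.80), although this median was 0.84 with the Scrublet calls left out. That setting took out 416 nuclei of WT E18.5 and 1 of the KO, so it is uneven and cannot decide the direction. Excitation-contraction coupling genes, a list without Cacna1s, stood at -0.19 (-0.24 to -0.15), with Trdn, triadin, 1.52-fold (1.49 to 1.54) lower. Near 0 were the imprinted growth network (0.05), muscle transcription factors (0.00), circadian clock (0.05) and myoblast fusion genes (0.04). The intervals of MuSC quiescence, at -0.20 (-0.71 to 0.16), and mature mesenchymal genes, at 0.25 (-0.06 to 0.68), held 0, and immediate early and stress genes were at -0.38 (-0.88 to -0.04). All 16 cell cycle genes were higher in KO myonuclei, with a median of 1.71 (1.503 to 1.90), but 37 nuclei (4.31%) held 70.0% of these UMIs. Nuclei of at least 10 cell cycle UMIs were then left out of both libraries, a minimum chosen after the values were seen. The median was then 0.12 (-0.43 to 0.33), and the summed level was 1.20-fold (1.08 to 1.32) higher in the KO. That setting removes nuclei by the very counts compared, so it does not test the difference. With all nuclei kept, the cell cycle median was 0.49 at Leiden resolution 2 and 0.55 with 15 principal components. It was 0.75 without the filter and 2.46 with the Scrublet calls left out, which is the same uneven setting. Clusters 18 and 19 held most KO myonuclei, against 18, 19 and 20 in WT. Cluster 15, led by Myl2 and other slow fiber genes, held 9 KO and 100 WT nuclei. Cluster 23, led by Tafa4 and with the acetylcholine receptor gene Chrne among its leading genes, held 0 and 43. Gene length went with the ratio across genes, which are not independent replicates, with a Spearman coefficient of 0.19 for the KO, -0.27 for E18.5 against E14.5, 0.21 for P5 against E18.5 and 0.04 for the adult against P5.

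**Figure D3:**
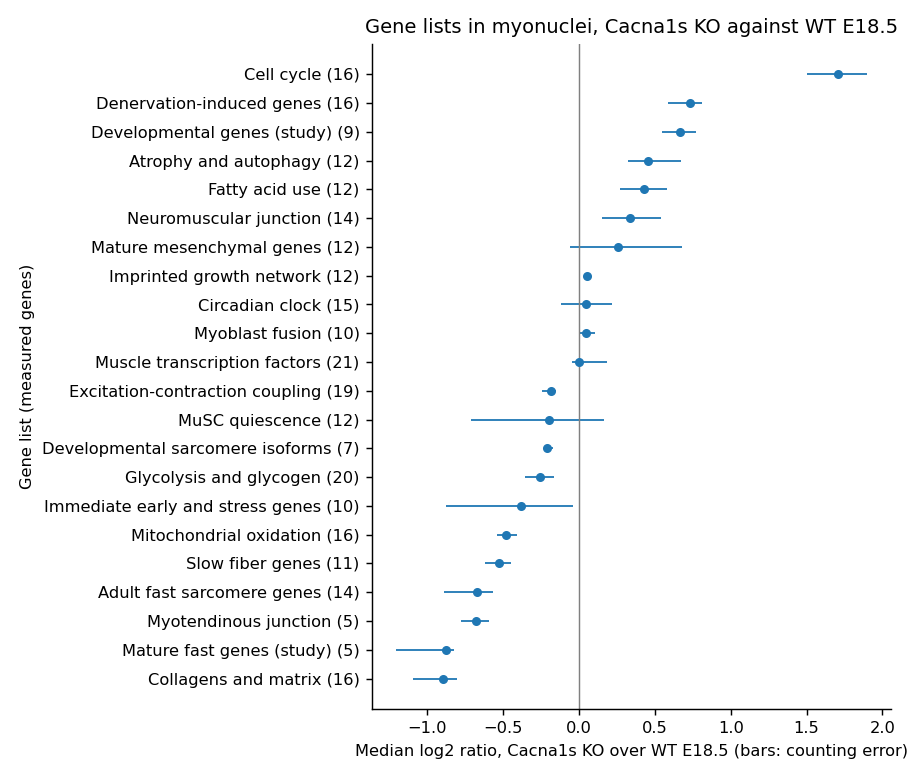
Median log2 ratio of Cacna1s KO over WT E18.5 in myonuclei (horizontal axis) for the textbook lists and the study's 2 main lists (vertical axis, measured genes in parentheses), with bars for the 95% counting interval. Denervation-induced genes lie at 0.73 and mature fast genes at -0.88.

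Open chromatin was compared at promoters, taken as peaks within 1000 bp of any start site of the gene, and a promoter without a peak in 1 library is given as not called there. Peaks were called in each library on its own and covered 57.2, 79.0, 58.5, 70.6 and 54.6 Mb at E14.5, E18.5, P5, in the adult and in the KO. In the adult no promoter peak was called at Myh3, Myh8, Chrng, Tnnt2, Mymk or Mymx, all of which had one at E18.5. The 3 developmental genes called in both, Col25a1, Fstl4 and Tmem108, had a median log2 ratio of -1.46 (-2.03 to -1.25), at percentile 8.33 of the random lists. The Col25a1 promoter was 8.90-fold (5.85 to 13.9) lower. The Myh4 promoter was called in the adult and not at E18.5, and the other 4 mature fast promoters were higher in the adult, with a median of 0.80 (0.69 to 0.91) and 4.84-fold (4.09 to 5.77) for Mybpc2. Promoters of Thrb and Esr1 were 3.28-fold (2.76 to 3.92) and 3.25-fold (2.51 to 4.27) higher in the adult, and those of Actc1, the cardiac actin of fetal muscle, and Meg3 were 20.2-fold (15.7 to 26.3) and 136-fold (76.2 to 268) lower. In the KO, all 9 developmental promoters were higher than in WT E18.5, with a median of 0.61 (0.32 to 0.79), above all 10000 random lists, and all 9 promoters of the study's denervation genes were higher, at 0.85 (0.49 to 1.01). All regions called in both libraries had a median log2 ratio of 0.16. Promoters of excitation-contraction coupling genes stood at 0.25 (0.13 to 0.33) and of mitochondrial oxidation genes at 0.20 (0.04 to 0.30). The RNA medians of these 2 lists were -0.19 and -0.48. Promoters of myotendinous junction genes were lower, at -0.46 (-0.77 to -0.12). The Musk promoter was 2.32-fold (1.67 to 3.22) higher, Chrng 2.21-fold (1.89 to 2.59) and Trim63 2.03-fold (1.59 to 2.60). Mature fast promoters had a median of 0.10 (-0.14 to 0.29) in the KO, an interval that holds 0, with Actn3 1.64-fold (1.34 to 2.03) lower and Atp2a1 1.48-fold (1.25 to 1.76) higher, and this median was below 0 under 3 alternatives, at -0.18 with promoters of 5000 bp, -0.28 over the whole gene and -0.06 with another scaling. The Esr1 promoter was 10.7-fold (3.21 to 65.9) lower in the KO. Across genes, which are not independent replicates, promoter and RNA ratios had a Spearman coefficient of 0.47 for the adult against E18.5 and 0.12 for the KO.

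**Figure D4:**
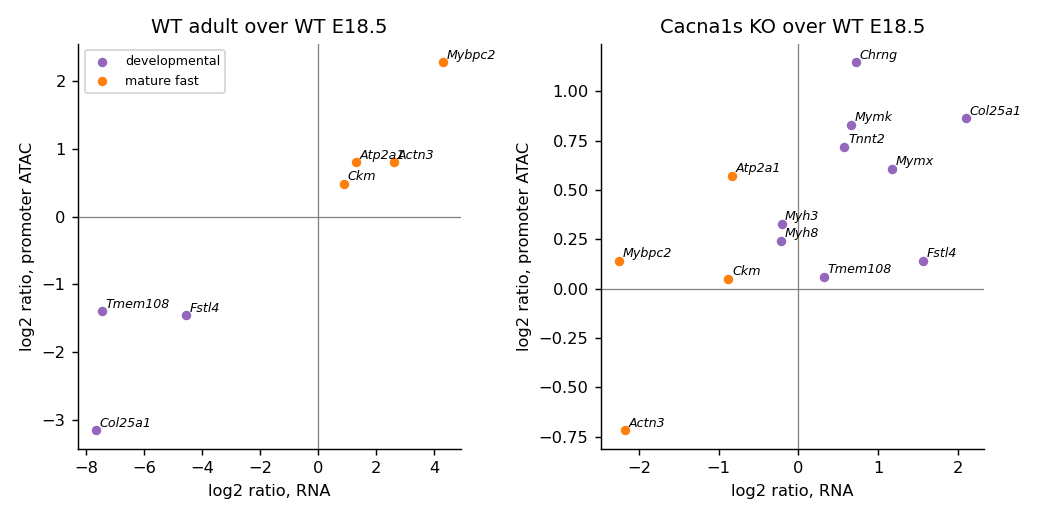
Log2 ratio of promoter ATAC counts (vertical axis) against log2 ratio of RNA (horizontal axis) in myonuclei, for the study's developmental (purple) and mature fast genes (orange) called in both libraries, 1 point per gene, with on the left adult over E18.5, and on the right Cacna1s KO over WT E18.5. In the KO all 9 developmental promoters lie above 0 on the vertical axis.

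Among regions called in both libraries, 1236 were at least 4-fold higher in adult than in E18.5 myonuclei and 3642 at least 4-fold lower, and 203 and 401 in the KO against WT. At a 2-fold minimum the balance in the KO was the other way, with 3024 higher and 2461 lower. At the 4-fold minimum the numbers higher and lower were 311 and 681 for E18.5 against E14.5. They were 748 and 587 for P5 against E18.5, and 222 and 2353 for the adult against P5. Left out here are regions called in 1 library alone, 38927 at E18.5 against 13389 at E14.5 and 9331 at P5 against 33501 at E18.5. Such regions numbered 30677 in the adult against 16636 at P5 and 27478 in the adult against 37617 at E18.5. In the KO they numbered 7510, against 36834 in WT. Depth differed, with 27287890 ATAC counts in adult and 7916210 in P5 myonuclei, so these numbers do not show whether regions mostly opened or closed. The lowest region in the adult against P5 was the Meg3 promoter (mm10 chromosome 12, 109540520 to 109541433), 44.2-fold (24.3 to 88.9) lower, and the Aldh1a1 promoter (chromosome 19, 20492245 to 20493169) was 18.9-fold (7.66 to 63.3) higher. The Acoxl promoter (chromosome 2, 127854192 to 127855231) was 19.5-fold (9.68 to 46.0) higher at E18.5 than at E14.5, and an intergenic region on chromosome 17, 7532363 to 7533298, was 213-fold (38.1 to 8427) higher in the adult than at E18.5. In the KO an intergenic region on chromosome 1, 24612283 to 24613226, was 52.4-fold (20.3 to 193) lower. The E-box bound by myogenin and MyoD was in 54.7% (53.1 to 56.3) against 29.5% of GC-matched regions, for regions higher at E18.5 than in the adult, an enrichment of 1.85, and the Tead motif was enriched 2.10-fold there. The site bound by Maf was in 11.9% (10.1 to 13.8) against 8.66% for regions higher in the adult, where the PAR bZIP motif that Tef binds was enriched 2.41-fold. Regions higher at E18.5 than at E14.5 were enriched 3.19-fold for the Nfi motif and 2.27-fold for AP-1. In regions higher in the KO the E-box was at 0.765 times its matched share, a ratio that passed 1 at a 2-fold minimum (1.14) and with regions of 1 library added (1.22), and the Maf site was at 1.10 times in regions higher in WT and 1.15 times in regions higher in the KO. Over the regions higher in either library of each of the 5 comparisons, the ratio ranged from 0.765 to 1.85 for the E-box, 0.968 to 1.58 for the Maf site, 0.862 to 2.13 for Tead, 0.483 to 2.41 for PAR bZIP, 0 to 3.19 for Nfi and 0.740 to 2.27 for AP-1. It ranged from 0.337 to 1.36 for Mef2, 0.394 to 1.52 for the CArG box, 0.678 to 1.13 for the homeobox site, 0.200 to 1.32 for the Esrr site, 0 to 0.453 for Ets, 0.630 to 1.46 for Klf, 0.661 to 1.99 for Sox, 0.871 to 1.37 for Runx and 0.0151 to 0.608 for the CTCF control. The control thus lay below 1 in every set, for example 0.879% against 12.0% for regions higher at E18.5 than in the adult. The GC-matched regions therefore differ from the changed ones in more than GC, and the ratios of the other motifs carry that limit.

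In mesenchymal-like nuclei, the fibroblast progenitors of muscle, markers of mature fibroblasts were higher at E18.5 than at E14.5. Ly6a, which encodes the surface marker Sca1, was 90.7-fold (16.0 to 3613) higher, Tnxb, a tenascin of the matrix, 21.8-fold (18.8 to 25.4), and Lvrn 23.4-fold (18.97 to 29.3), while the glutamate receptor gene Gria2 was 118-fold (32.2 to 982) lower. All 11 measured mature mesenchymal genes were higher, with a median of 2.81 (2.54 to 2.98), and 14 of the 16 collagens and matrix genes. All 12 immediate early and stress genes were higher as well, with a median of 2.01 (1.26 to 2.30). RNA of fibers was higher in these nuclei too, with a median of 2.99 (1.78 to 3.13) for adult fast sarcomere and 1.23 (0.85 to 1.65) for excitation-contraction coupling genes. At P5 the prolactin receptor gene Prlr was 18.4995-fold (15.3 to 22.5) higher than at E18.5 and Hmcn2 11.4-fold (9.84 to 13.3), and Nrg1, a neuregulin, was 25.1-fold (21.8 to 28.9) lower. In the adult against P5, the complement gene C7 was 205-fold (109.9 to 431) higher and Zbtb16, a zinc-finger factor, 36.5-fold (31.9 to 42.0). The imprinted genes Dlk1, Mest and Igf2 were 170.2-fold (72.9 to 525), 131-fold (36.1 to 1079) and 119-fold (32.9 to 985) lower, and all 12 genes of the imprinted growth network were lower, with a median of -3.49 (-4.13 to -3.09). Genes of fibers were also higher in these adult nuclei, with a median of 4.44 (4.03 to 4.69) for adult fast sarcomere genes and 18 of the 18 excitation-contraction coupling genes higher. Most of these nuclei lay in cluster 1 at E14.5, clusters 6, 13 and 21 at E18.5, cluster 21 at P5 and cluster 26 in the adult, and the adult nuclei were shallow, with 27606 CPM of myonuclear markers in cluster 26. In MuSC-like nuclei, Calcr, a receptor of quiescent stem cells, was 13.8-fold (7.43 to 28.3) higher at E18.5 than at E14.5 and Hmcn2 36.9-fold (20.9 to 72.2), while Moxd1 was 45.8-fold (15.4 to 224) lower, and quiescence genes had a median of 0.69 (0.30 to 1.13). Genes of other cells were higher there too, with medians of 1.44 (0.85 to 2.11) for mature mesenchymal and 0.73 (0.43 to 1.41) for adult fast sarcomere genes. In myoblast-like nuclei, the hexokinase gene Hk2 was 21.8-fold (9.10 to 68.3) higher at E18.5 and Fstl4 31.9-fold (13.4 to 99.9) lower. In endothelial-like nuclei, elastin (Eln) was 16.3-fold (11.9 to 23.1) higher at E18.5 than at E14.5, beside medians of 1.65 (1.23 to 1.93) for collagens and matrix and 2.78 (1.82 to 3.12) for mature mesenchymal genes, which mark other cells. Edn1, endothelin, was 3.88-fold (2.69 to 5.73) lower at P5 than at E18.5. In tenocyte-like nuclei, Mamdc2 was 7.96-fold (5.37 to 12.2) higher at P5 and the matrix gene Ltbp2 5.01-fold (2.96 to 9.07) lower.

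Cells that are not muscle fibers also differed between KO and WT at E18.5. In mesenchymal-like nuclei the KO held more RNA of Wt1, a transcription factor of mesothelium and its derivatives, 11.7-fold (6.25 to 24.1), of the adhesion gene Dscaml1, 17.9-fold (9.12 to 39.9), and of B3gnt5, 19.5-fold (9.58 to 46.1). Wt1 was also among the leading genes of the unnamed cluster 16, which held 44 KO nuclei and 1 WT E18.5 nucleus. Prg4, lubricin of joints and fascia, was 27.7-fold (13.9 to 64.8) lower, Ecm1 14.2-fold (7.55 to 30.1) and Tppp3 13.4-fold (9.04 to 20.8). Collagens and matrix genes were lower for 14 of the 16 measured, with a median of -0.57 (-0.60 to -0.52), and immediate early and stress genes for 9 of the 12, with a median of -0.80 (-1.27 to -0.49). Mature mesenchymal genes had a median of -0.51 (-0.58 to -0.43), with 7 lower and 5 higher. In endothelial-like nuclei, Stab2, a scavenger receptor, was 21.4-fold (8.11 to 79.95) higher and Cntn5 34.2-fold (13.1 to 127), and collagens and matrix genes had a median of -1.27 (-1.49 to -1.11). Mature mesenchymal genes, of another cell type, were lower there too, at -0.95 (-1.71 to -0.49). In MuSC-like nuclei, Nell2 was 10.8-fold (4.84 to 29.8) higher and Iqsec3 4.61-fold (3.43 to 6.23) lower, with medians of -0.61 (-0.79 to -0.45) for collagens and matrix and -0.42 (-0.81 to -0.03) for quiescence genes, while mature mesenchymal genes stood at 0.51 (0.11 to 1.01). Clusters 6 and 13 held most KO mesenchymal-like nuclei, against 6, 13 and 21 in WT.

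Cell cycle genes were followed in mesenchymal-like nuclei because the study reports markers of proliferation in some of them. The 16 cell cycle genes together were at 1802 CPM (1772 to 1833) at E14.5, 2717 (2684 to 2749) at E18.5, 1258 (1229 to 1287) at P5, 140.2 (117 to 167) in the adult and 3376 (3336 to 3417) in the KO. With each nucleus thinned to 1000 UMIs, those with a UMI of Mki67 or Top2a, both of dividing cells, were 12.2% (10.7 to 13.8) at E14.5, 19.3% (17.4 to 21.4) at E18.5, 5.97% (4.66 to 7.52) at P5 and 21.5% (18.97 to 24.1) in the KO. None of 276 was found in the adult, which allows a share of up to 1.33%. Thinning left out 49, 7, 9, 187 and 2 nuclei at E14.5, E18.5, P5, in the adult and in the KO. Without thinning the shares were 21.6%, 29.2%, 10.9%, 0.216% and 35.1%. Myonuclei had thinned shares of 0.731%, 1.03%, 0.220%, 0.0645% and 2.60% in the same order. Whether any of these myonuclei cycle was not tested. Median depths were 3560, 5655, 4608, 1192 and 6912.5 UMIs in mesenchymal-like nuclei and 4751, 6483.5, 6305, 4566 and 9607 in myonuclei. In MuSC-like nuclei the thinned share was 39.9% (34.3 to 45.7) at E14.5, 36.5% (30.0 to 43.5) at E18.5, 18.8% (11.5 to 28.0) at P5 and 51.6% (46.4 to 56.9) in the KO, against unthinned shares of 67.6%, 52.6%, 33.3% and 69.5%, with 11, 3, 3 and 0 nuclei left out. Of adult MuSC-like nuclei 17 of 32 were left out, and none of the other 15 had such a UMI.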

Values the study reported

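The study recovered 15,402 nuclei from its WT libraries after quality control, with an average of 2000 genes per nucleus, and used 133,110 peaks to cluster the chromatin data. By library it kept 3799 nuclei at E14.5, 3784 at E18.5, 3235 at P5, 4584 in the adult and 4238 in the Cacna1s KO. For the KO it described a roughly 2-fold larger share of immature myonuclei and a 3-fold smaller share of mature ones than in WT.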

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

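The limits that left these clusters without a name were chosen only after the data were seen, and each value here is a signal in nuclei or barcodes that the comparisons above do not use. Cluster 7, with mixed markers and high doublet scores, held 2.97% (2.51 to 3.49) of WT E14.5 nuclei. Cluster 12, led by the neuronal genes Cntnap2 and Myt1l, held 0.478% (0.303 to 0.716) of WT E14.5 nuclei. Cluster 16, whose leading genes Muc16, Wt1, Cdh1, Dct and Tyr belong to mesothelium, epithelium and pigment cells, held 1.36% (0.992 to 1.83) of KO nuclei, 1 nucleus in WT E18.5, 0.998% (0.736 to 1.32) of WT E14.5 nuclei and 11 nuclei in the adult. Cluster 17, also mixed, held 8.99% (8.10 to 9.96) of WT P5 nuclei, with a median of 1436 UMIs, and 5.07% of WT E18.5 and 4.09% of KO nuclei, with medians of 11459.5 and 14881. Cluster 27 held 22.4% (21.2 to 23.6) of WT adult nuclei, with a median of 1280 UMIs. It was led by Mybpc2, with Myh4 and hemoglobin genes also among its leading genes, and was left out of adult myonuclei. Of the KO barcodes 10.4% (9.46 to 11.5) lay over the UMI maximum of the filter, against 2.82% (2.35 to 3.35) in WT E18.5.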

How the results depend on the processing

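The tests chosen only after the data were seen were the settings with a minimum of ATAC counts, the nuclei of highest doublet score left out and the unnamed adult cluster 27 added. Of 691 recomputed values of 132 results, 568 stayed within the counting interval of the main value, 112 lay outside it and 11 changed sign or side, counted for textbook lists only in the main comparisons and where the interval of the main value left out 0; the cause was not tested except where the setting itself sets it. Among the study's lists 44 of 48 stayed within the interval, and the developmental median in the KO ranged from 0.55 to 0.68 and the mature fast median from -1.02 to -0.85 over 12 alternatives each. With median of ratios scaling the adult medians were -7.65 for developmental and 2.99 for mature fast genes, and with each myonucleus weighted equally -7.84 and 2.49. For developmental promoters in the adult the median was -2.19 at 5 kb and -8.13 with uncalled peaks set to 3 counts, which the setting itself lowers, and for mature fast promoters 0.65 over the whole gene. For mature fast promoters in the KO it was -0.18 at 5 kb, -0.28 over the whole gene and -0.063 with median of ratios over shared peaks. The E-box ratio in regions higher at E18.5 than in the adult was 1.57 at a 2-fold minimum and 1.99 without GC matching, the Maf ratio in the adult 1.61 without GC matching, and the E-box ratio in regions higher in the KO 1.14 at a 2-fold minimum and 1.22 with regions of 1 library added. Thinned to 500 UMIs, Mki67 or Top2a was found in 7.39% of mesenchymal-like nuclei at E14.5, 12.9% at E18.5, 3.72% at P5 and 15.0% in the KO. Without the filter on nuclei this share was 16.9% at E18.5 and the cell cycle level 1738 CPM at E14.5 and 2485 at E18.5. Also without the filter, myonuclei were 39.6% at E14.5, 57.0% in the adult and 24.1% in the KO, mesenchymal-like nuclei 70.8% at E14.5 and 42.1% in the KO, MuSC-like nuclei 3.96% at P5 and 13.6% in the KO, tenocyte-like nuclei 13.5% at P5 and 1.64% in the adult, and adipocyte-like nuclei 8.85% in the KO. With Scrublet calls left out, myonuclei were 35.0% at E18.5, 57.9% in the adult and 30.0% in the KO, mesenchymal-like nuclei 72.0% at E14.5, MuSC-like nuclei 9.78% at E14.5 and 14.7% in the KO, tenocyte-like nuclei 4.15% at E14.5, 20.4% at E18.5 and 19.4% at P5, and macrophage-like nuclei 2.73% at E18.5. At Leiden resolution 2, myonuclei were 67.8% in the adult, and at E18.5 mesenchymal-like nuclei were 54.8% and tenocyte-like nuclei 17.9%. With 15 principal components, adult myonuclei were 52.9%, and at E14.5 mesenchymal-like nuclei were 72.8%, MuSC-like 9.76% and tenocyte-like 1.91%. With an ATAC minimum, myonuclei were 39.5% at E14.5 and mesenchymal-like nuclei 43.9% in the KO. Among textbook lists in myonuclei, computed for the main comparisons without the adult against E18.5, and where the main interval left out 0, the sign changed for cell cycle (0.19) at E18.5 against E14.5 and collagens (0.84) in the KO with Scrublet calls left out, for collagens (-0.64) and mature mesenchymal genes (-0.18) at E18.5 against E14.5 without the filter, and for mitochondrial oxidation (0.17) and denervation-induced genes (0.015) at P5 against E18.5 with median of ratios scaling. Of 123 genes named in the KO comparison, 8 changed direction with Scrublet calls left out, 2 of them by more than 1.5-fold. That setting took out 416 nuclei of WT E18.5, 1 of the KO and 1 of the adult. Its KO and adult values are therefore not an even check on doublets. No paired analysis was possible because each group has 1 library and no test was run.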

Other observations

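The tests chosen only after the results were seen were those of a droplet with a MuSC-like nucleus, of free RNA, and of a difference shared with mesenchymal-like nuclei, and the genes of the next paragraph were picked after their values were seen.

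Some genes differed between KO and WT E18.5 in the same direction in several classes. Cmss1 was higher in the KO in all 5 classes looked at, from 1.82-fold in endothelial-like to 3.17-fold in MuSC-like nuclei, and Lars2, the mitochondrial leucyl-tRNA synthetase gene, from 1.30-fold to 4.48-fold in the same classes. Col1a1, the main collagen of connective tissue, was lower in all 5, from 2.21-fold in mesenchymal-like to 7.31-fold in endothelial-like nuclei, and Col3a1 from 1.39-fold to 3.61-fold. Whether the collagen RNA in myonuclei, endothelial-like and macrophage-like nuclei comes from other cells was not tested. Tenocyte-like nuclei were 3.66% in the KO against 15.2% in WT. The myonuclear collagen median of -0.90 was 0.84 with the Scrublet calls left out, a setting that took out 416 WT nuclei and 1 KO nucleus. Crip1 was lower in myonuclei (3.11-fold), mesenchymal-like (14.9-fold), endothelial-like (6.44-fold) and macrophage-like nuclei (5.29-fold), and in MuSC-like nuclei its 16 and 7 UMIs gave equal levels within counting error. Longer genes had higher KO ratios in each of these classes, with Spearman coefficients across genes of 0.19 in myonuclei, 0.28 in mesenchymal-like, 0.11 in MuSC-like, 0.17 in endothelial-like and 0.17 in macrophage-like nuclei. Among partners of Cacna1s at the triad, Stac3 was at 75.1 (69.8 to 80.8) CPM in WT E18.5 and 57.5 (52.6 to 62.7) in KO myonuclei, and Cacnb1, the beta subunit, at 85.2 (79.5 to 91.2) and 81.0 (75.1 to 87.2).

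All 16 cell cycle genes were higher in KO than in WT E18.5 myonuclei, and 37 KO nuclei with a median of 15782 UMIs, 32 of them in cluster 18, held 70.0% of these UMIs. Free RNA is argued against, since the 5% of KO myonuclei with most cell cycle UMIs held 5.00 times (4.45 to 5.56) the share that a draw by depth gives. Droplets with a myonucleus and a cycling MuSC-like nucleus may account for it, because MuSC markers in the 37 nuclei reached 0.755 times (0.653 to 0.870) the level that such a mixture predicts. A wider explanation, nuclei of cycling MuSC-like or mesenchymal-like cells, cannot be told apart from others, as their markers were 2.57-fold (2.29 to 2.87) higher in these nuclei, between the bounds set for and against it, with MuSC markers 4.19-fold (3.55 to 4.93) and mesenchymal markers 1.79-fold (1.52 to 2.10) higher. Cycling of nuclei within KO fibers was not tested and stays open.

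The study's mature fast genes and the mitochondrial oxidation genes were lower in KO myonuclei, and gene length and depth differed between the libraries too. Against gene length, the medians less those of genes of like length were -0.77 (-1.14 to -0.72) and -0.37 (-0.44 to -0.27). Against depth, the medians in the 374 KO and 739 WT nuclei of 5000 to 10000 UMIs were -1.18 (-1.53 to -1.06) and -0.43 (-0.50 to -0.33). For mitochondrial oxidation genes, a difference between the libraries shared by all cell classes cannot be told apart from one of the fibers, because the median of the ratio less that in mesenchymal-like nuclei was -0.21 (-0.33 to -0.10), across its bound. The list was also lower in myoblast-like nuclei, at -0.62 (-0.83 to -0.38). In endothelial-like nuclei its interval held 0, at -0.09 (-0.26 to 0.11). With 1 library per group, a difference between these libraries other than genotype stays open for both lists.

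A region of chromosome 1 from 24612283 to 24613226 (mm10, intergenic) held 8 ATAC counts in KO and 1018 in WT E18.5 myonuclei. A change in myonuclei alone is argued against, as counts in the other named classes were 58.6-fold (30.8 to 129) lower in the KO as well. Fragments of mitochondrial DNA placed on a copy in the nuclear genome may account for the signal, since 94.1% of the 913 words of 31 bases in the region were found in the mitochondrial genome. Why the KO library holds so few such fragments was not tested.

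The KO library here held 3621 barcodes, of which 3228 passed the filter of the methods and 2731 that filter with a minimum of ATAC counts. The count quoted from the study above is larger than all of these.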
